# Accessible Region Conformation Capture (ARC-C) gives high-resolution insights into genome architecture and regulation

**DOI:** 10.1101/gr.275669.121

**Published:** 2022-02

**Authors:** Ni Huang, Wei Qiang Seow, Alex Appert, Yan Dong, Przemyslaw Stempor, Julie Ahringer

## Abstract

Nuclear organization and chromatin interactions are important for genome function, yet determining chromatin connections at high resolution remains a major challenge. To address this, we developed Accessible Region Conformation Capture (ARC-C), which profiles interactions between regulatory elements genome-wide without a capture step. Applied to *Caenorhabditis elegans*, ARC-C identifies approximately 15,000 significant interactions between regulatory elements at 500-bp resolution. Of 105 TFs or chromatin regulators tested, we find that the binding sites of 60 are enriched for interacting with each other, making them candidates for mediating interactions. These include cohesin and condensin II. Applying ARC-C to a mutant of transcription factor BLMP-1 detected changes in interactions between its targets. ARC-C simultaneously profiles domain-level architecture, and we observe that *C. elegans* chromatin domains defined by either active or repressive modifications form topologically associating domains (TADs) that interact with A/B (active/inactive) compartment-like structure. Furthermore, we discover that inactive compartment interactions are dependent on H3K9 methylation. ARC-C is a powerful new tool to interrogate genome architecture and regulatory interactions at high resolution.

The development and application of chromosome conformation capture methods have been instrumental in shaping our understanding of genome topology (Dekker et al. 2002; Sati and Cavalli 2017). The basic premise is that if two regions of the genome are in close proximity within the nucleus, they can be ligated together after the DNA is fragmented. The products generated by proximity ligation can then be determined using sequencing or PCR-based methods. A diverse array of “C” methods have been developed, and their use has revealed interactions between regulatory elements, self-interacting topologically associating domains (TADs), and a “compartment” structure of the genome in which regions of similar activity interact like with like (Dekker et al. 2013).

The Hi-C method enables genome-wide assay of chromatin interactions (Lieberman-Aiden et al. 2009). In most Hi-C-type methods, DNA is fragmented relatively uniformly using restriction or other enzymes for capture of interactions between all regions of the genome (Davies et al. 2017). These genome-wide Hi-C methods are powerful for mapping chromatin domain structures such as TADs, but because of low resolution at reasonably achievable sequencing depth, they are not able to profile interactions between individual promoters and enhancers (Davies et al. 2017). These instead are typically mapped by enriching a Hi-C library for regions of interest, such as collections of promoters or regions bound by transcription factors, using oligo-based capture methods, for example, Capture-C (Hughes et al. 2014), Capture Hi-C (Mifsud et al. 2015), or Targeted DNase Hi-C (Ma et al. 2015). This requires the user to choose and synthesize regions to target and limits the assay to specific subsets of elements, adding expense and complexity to the assay.

Chromatin at regulatory elements is known to be relatively accessible to nucleases, which has enabled their mapping using sensitivity to DNase I or Tn5 transposition (Tsompana and Buck 2014). A higher concentration of DNase I has been used to fragment chromatin uniformly in DNase-Hi-C and Targeted DNase Hi-C methods (Ma et al. 2015). We reasoned that using a low concentration of DNase I to bias cutting toward accessible chromatin would enrich a chromatin interaction library for interactions between regulatory elements and enable their profiling while still having sufficient information for interrogating larger-scale architecture. This would avoid limiting high-resolution information to user-defined regions (as in target capture methods) and allow mapping domain structure in the same experiment. Using this principle, we developed Accessible Region Conformation Capture (ARC-C).

## Results

The steps of ARC-C are illustrated in Figure 1A (Methods). Nuclei fixed with formaldehyde are treated with a relatively low concentration of DNase I to bias for cutting at accessible chromatin and give maximal recovery of interactions at regulatory elements (Supplemental Fig. S1; Methods). Ends are then repaired and DNA ligated to join ends in close proximity. The library is then made in nucleus using Tn5 tagmentation (Buenrostro et al. 2013), amplified, size-selected for inserts <400 bp, and paired-end sequenced. For data processing, we first identify “valid” high-quality uniquely mapping read pairs. We then define “informative” read pairs that have captured ligation events as those mapping >600 bp apart or to different chromosomes. Finally, we use “*cis*-informative” read pairs (those mapping to the same chromosome) to construct chromosome-wide contact maps and to call significant interactions following bias correction (Fig. 1B–D; Supplemental Fig. S2; Methods).

**Figure 1.**
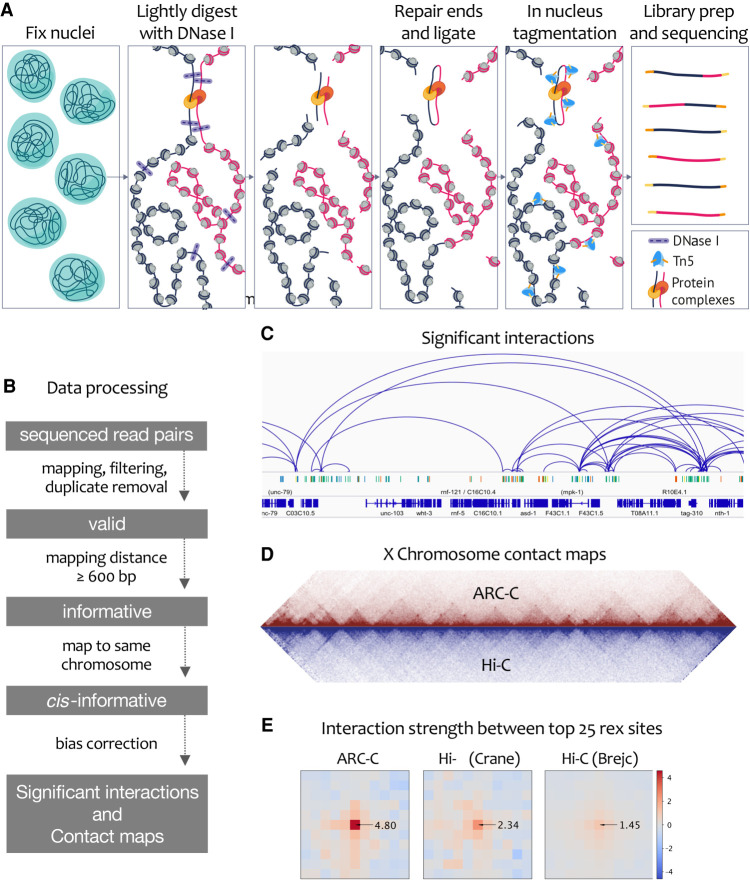
ARC-C method and comparison with Hi-C. (*A*) ARC-C cartoon. (*B*) Data processing steps. (*C*) Integrative Genomics Viewer (IGV) (Robinson et al. 2011) screen shot showing significant interactions in a 275-kb window of Chr III (4,075,000–4,300,822). Regulatory elements (protein-coding promoters, red; unassigned promoters, yellow; enhancers, green; unknown activity, blue) (Jänes et al. 2018) and genes are displayed *below*. (*D*) Comparison of ARC-C and Hi-C X Chromosome contact maps. Hi-C data are from Crane et al. (2015). (*E*) Aggregate contact analysis plots (Rao et al. 2014) showing signal between top 25 rex sites (Crane et al. 2015) at 10-kb resolution and a distance range of 100 kb to 4 Mb for ARC-C (this study) and two *C. elegans* Hi-C maps (Crane et al. 2015; Brejc et al. 2017). Arrows indicate the linear enrichment of rex–rex interactions (at the central 10-kb square) relative to interactions between other regions. rex–rex interaction strength was statistically significant (*P* < 0.001; permutation test, see Methods) in all three maps.

We applied ARC-C to *Caenorhabditis elegans* L3 chromatin, preparing libraries from three biological replicates. Data from all replicates were highly concordant (Supplemental Fig. S2). To increase the power to profile interactions, all *cis*-informative reads were pooled, resulting in 12 million read pairs for analysis (Supplemental Fig. S2). As expected, *cis*-informative read pairs were enriched at regulatory elements—43.7% of reads overlap regulatory elements (REs), which comprise 21.1% of the genome—and REs are from Jänes et al. (2018). *Cis*-informative read pairs are produced by ARC-C with an efficiency similar to those of capture methods (Supplemental Fig. S3).

Previous studies of *C. elegans* genome topology using Hi-C identified and characterized large roughly 200-gene self-interacting domains on the X Chromosome regulated by the dosage compensation complex (DCC) (Crane et al. 2015; Brejc et al. 2017). Large domains were also observed on autosomes, although they were weaker, but smaller self-interacting TADs similar to those in *Drosophila* and vertebrate genomes, which typically contain one to several genes, were not detected (Dixon et al. 2012; Nora et al. 2012; Sexton et al. 2012; Dekker and Heard 2015; Brejc et al. 2017). The X Chromosome domain boundaries were shown to be enriched for DCC binding at recruitment element on X (rex) sites, and enrichment for contacts between rex-containing regions was observed (Crane et al. 2015; Brejc et al. 2017).

We found that ARC-C recapitulated the X Chromosome domains and insulation profiles observed by Hi-C and more sensitively detected interactions between rex sites (Fig. 1D,E; Supplemental Figs. S4, S5). ARC-C maps and insulation profiles from the autosomes are also highly similar to Hi-C maps including detection of the previously reported preferential interactions within the large central and two distal chromosome blocks of autosomes (Supplemental Figs. S4, S5; Crane et al. 2015). These results show that ARC-C can profile large-scale domain architecture and suggest that it can improve detection of specific interactions between regulatory elements.

We next investigated the potential formation of smaller TAD-like domains. Although these were not clearly visible in the contact matrix, we considered that genomic domains defined by chromatin modifications might form self-interacting domains, because in other animals, marking patterns within individual TADs and small compartmental domains are relatively uniform (Sexton et al. 2012; Rowley et al. 2017). In *C. elegans*, histone modification domains segment most of the autosomal genome into active and H3K27me3 (aka “regulated”) domains (Gaydos et al. 2012; Evans et al. 2016). Active domains are enriched for broadly and germline active genes marked by H3K36me3 and other modifications associated with gene activity, and the alternating H3K27me3 domains cover genes that have regulated expression (Gaydos et al. 2012; Evans et al. 2016). Both domain types have a median gene number of three, with median lengths of 22 kb for active domains and 19 kb for H3K27me3 domains (Evans et al. 2016). The levels of valid ARC-C signals were only slightly higher in active domains compared to H3K27me3 domains, enabling its use to investigate whether the active and H3K27me3 chromatin domains are spatially separated and form TAD-like structures (Supplemental Fig. S6A,B).

To investigate whether the active and H3K27me3 chromatin domains are spatially separated and form TAD-like structures, we visualized and compared interaction frequencies in aggregate within active or H3K27me3 domains and their neighboring chromatin. Supporting the spatial separation of both domain types, we found enrichment for interactions within domains, visible as a central square of higher signal (Fig. 2A,E). To further test topological separation, we calculated average insulation scores for active and H3K27me3 domains, where low values indicate regions with low contact frequency (Crane et al. 2015). We observed local minima of insulation profiles flanking active and H3K27me3 domains, supporting the existence of TAD boundaries (Supplemental Fig. S6C). These results indicate that active and H3K27me3 domains have TAD structure, because they are enriched for self-interactions and insulated. The compact nature of the *C. elegans* genome and the relative weakness of these domains compared to TADs in *Drosophila* and mammals may have prevented their detection from de novo analyses.

**Figure 2.**
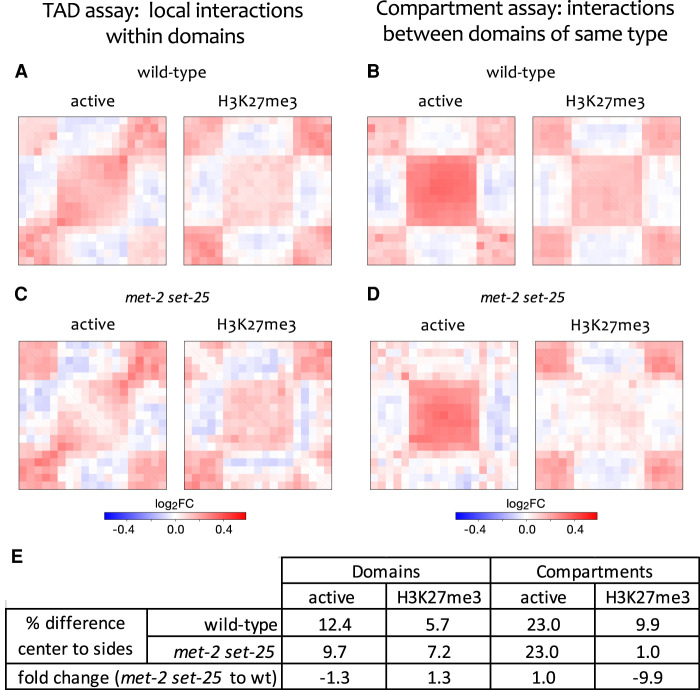
Chromatin modification domains form TADs that have compartment structure. (*A*,*C*) Active and H3K27me3 chromatin modification domains were aligned and contact map signal aggregated in the aligned regions and neighboring regions. Higher signal in the *central* square shows enrichment for within domain interactions, indicative of TAD structure. (*B*,*D*) All possible pairs of inter-domain contacts in the range of 50 kb to 2 M were aligned and signal aggregated as in *A* and *C*. Higher signal in the *central* square shows that domains interact more frequently with domains of the same type than with domains of opposite types, indicative of compartment structure. (*E*) Quantification of enrichment in contact frequencies (as percent differences) for domains and compartments in wild-type and *met-2 set-25* mutants. For domains, the percent difference in contact frequency within domains versus neighboring regions is shown. For compartments, the percent difference in contact frequency between domains of the same type versus domains of different type is shown. See Methods for details.

We next investigated whether domains of the same type (active or H3K27me3) interact with each other to form an A/B (active/inactive) compartment-like structure. For these analyses, we aggregated ARC-C signal either between active domains or between H3K27me3 domains. This revealed that domains show preferential interactions with those of the same type (Fig. 2B,E). Although weaker, domains and compartments detected using ARC-C are also apparent in similar analyses of Hi-C data (Supplemental Fig. S7B). We conclude that *C. elegans* active and H3K27me3 chromatin domains form TADs and that TADs of the same type interact with each other to form a compartment-like structure similar to A/B (active/inactive) compartments of other animals. We note that compartment strength appears to be higher than that of TAD strength. This may be related to the apparent lack of insulator proteins in *C. elegans* (e.g., Heger et al. 2009). A possibility is that compartment interactions between domains of like type contribute to the observed TAD structures.

The mechanisms of compartment formation are not well understood, and few factors that affect compartment structure are known. We considered that histone modifications may be important because they largely differ within active and inactive compartments (Lieberman-Aiden et al. 2009). H3K9 methylation is a good candidate because heterochromatic H3K9 di- and trimethylation is predominantly found in inactive compartments, and interactions within heterochromatin have been suggested to drive compartment structure (Falk et al. 2019).

The two distal regions of *C. elegans* autosomes contain most of the H3K9 methylation and associate with the nuclear lamina, whereas the central region contains little H3K9 methylation (Ikegami et al. 2010; Liu et al. 2011). Active and H3K27me3 domains alternate across both distal and central chromosomal regions, with H3K27me3 marking largely coinciding with H3K9me3 in the distal arm regions (Gerstein et al. 2010; Liu et al. 2011; Evans et al. 2016; Ahringer and Gasser 2018). H3K9me2 and H3K9me1 are also predominantly found in the distal arm regions, but are found in both active and H3K27me3 domains (Gerstein et al. 2010; Liu et al. 2011; Evans et al. 2016; Ahringer and Gasser 2018).

Nearly all H3K9 methylation in *C. elegans* is generated by two enzymes: MET-2 (a histone methyltransferase similar to human SETDB1) and SET-25 (Towbin et al. 2012). Mutants lacking both enzymes are viable and fertile but have undetectable H3K9 methylation and lose nuclear lamina association of chromatin normally marked by H3K9 methylation (Towbin et al. 2012), indicating a potential role of H3K9 methylation in large-scale nuclear organization.

To investigate whether H3K9 methylation plays a role in compartment structure, we performed ARC-C on *met-2 set-25* double mutants. We observed that active and H3K27me3 chromatin domains formed TADs relatively normally, although there were small changes in interaction strength (Fig. 2C,E). Compartment interactions between active domains were also maintained (Fig. 2D,E). In contrast, the *met-2 set-25* double mutants lacking H3K9 methylation showed a nearly 10-fold loss of compartment interaction strength between H3K27me3 domains (Fig. 2D,E). We conclude that H3K9 methylation is necessary for compartmentalization of H3K27me3 domains.

We wondered whether the requirement for H3K9 methylation was specific for H3K27me3 domains that are normally H3K9me marked in wild type, or alternatively was needed for the compartment structure of both marked and unmarked domains. To investigate this, we separated domains into H3K9me marked and unmarked groups and then assayed compartment and TAD strength in wild-type and *met-2 set-25* mutants. We found that loss of H3K9 methylation strongly reduced the compartment strength of H3K27me3 domains irrespective of whether the domains were marked by any methylated form of H3K9 in wild type (Supplemental Fig. S7C). These results indicate that H3K9 methylation, predominantly found on the distal arms, facilitates the compartment structure of H3K27me3 domains across the chromosomes, even in regions that lack H3K9 methylation. Given the known role of H3K9 methylation in tethering distal chromatin to the nuclear envelope (Towbin et al. 2012), we hypothesize that tethering of distal arm H3K27me3 domains may be important for the compartmental structure of H3K27me3 domains across the autosomal chromosomes.

A parallel studying using Hi-C reported differences in interaction frequencies within the large distal and center autosomal regions in *met-2 set-25* mutants compared to wild type, such as disruption of interactions within the central regions distal arms, which we confirmed using ARC-C (Supplemental Fig. S8; Bian et al. 2020).

Despite the strong effect on H3K27me3 compartment strength, the loss of H3K9 methylation did not have a widespread or specific effect on gene expression in H3K27me3 domains, because *met-2 set-25* mutants displayed similar levels of gene expression dysregulation in active and H3K27me3 domains (Supplemental Fig. S9; Supplemental Table S1). Altered genes were predominantly up-regulated, and gene expression increases were associated with genes normally marked by H3K9 methylation irrespective of whether the gene was located in an active or H3K27me3 domain (Supplemental Fig. S9). We conclude that H3K9 methylation is an important mediator of inactive compartment structure, but that compartment structure itself has little effect on gene expression.

We next investigated the ability of ARC-C to profile interactions between regulatory elements. We previously defined 15,714 promoter and 19,231 enhancer elements in *C. elegans* (Jänes et al. 2018). To identify chromatin interactions between these and other genomic elements at high resolution, we separated the genome into 500-bp bins and identified those that interacted significantly with other bins, taking into account distance and coverage biases (Methods). This identified 14,992 chromatin interactions within a distance of 1 kb to 1 Mb (Supplemental Table S2). The interactions involve 9733 different regions, 95% of which overlap an annotated promoter or enhancer (Fig. 3A; Supplemental Table S3). Therefore, ARC-C has the power to map interactions between regulatory elements at 500-bp resolution.

**Figure 3.**
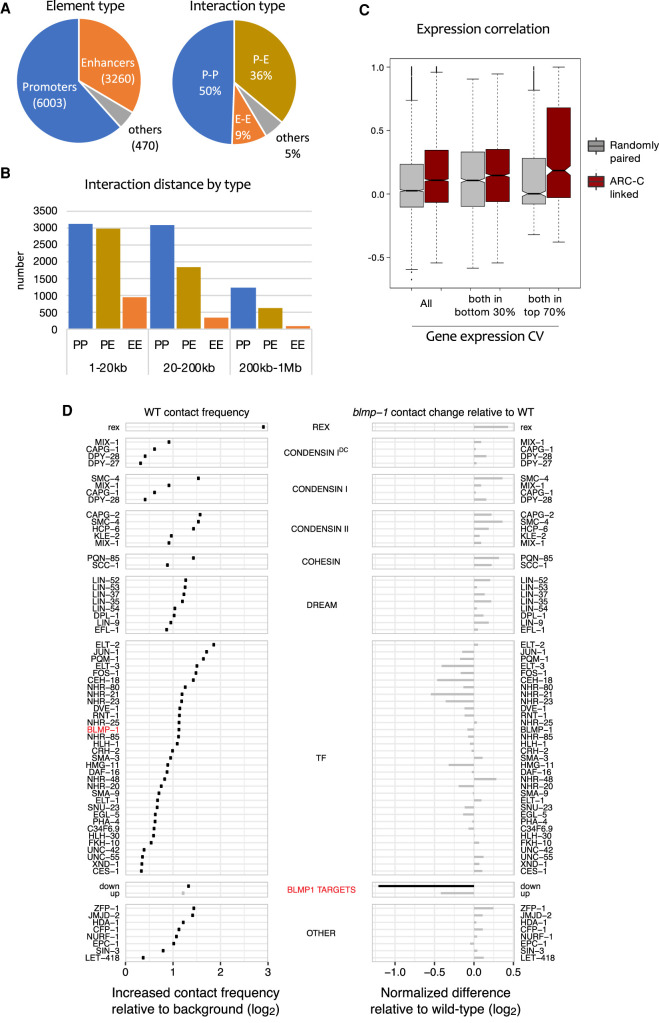
ARC-C defines significant interactions between regulatory elements, candidate regulators, and a role for BLMP-1 in mediating interactions. (*A*) Types of elements and types of interactions involved in the 14,901 significant interactions. (*B*) Interaction distances of the significant interactions, separated by element type. (*C*) Expression correlation between pairs of genes with linked promoters compared to randomly paired genes in the set. (*Left*) All pairs of linked genes (*n* = 5142); (*middle*) pairs for which both genes are in the bottom 30% of CV values (wide expression; *n* = 2224); (*right*) pairs for which both genes are in the top 70% of CV values (regulated expression; *n* = 879). (*D*, *left*) Contact frequency between binding sites of indicated proteins; (*right*) change in contact frequency in *blmp-1* mutants compared to wild type (log_2_). Interactions among *blmp-1* down targets are significantly reduced. See Methods for details and Supplemental Table S5 for data.

Promoters are most prevalent among the significant interactions, accounting for 62% of interacting elements, and they are involved in 86% of the interactions (Fig. 3A). Half of the significant interactions are relatively short range (within 20 kb), and in this size range we observed a similar number of P–P and P–E interactions (Fig. 3B). However, at longer distances, promoter–promoter interactions predominate. We found that genes connected by promoter–promoter interactions had correlated gene expression (Fig. 3C) and that the correlation is strongest for pairs with highly regulated expression, that is, those with high coefficients of variation of gene expression (CV), suggesting that such genes are in proximity with each other when expressed.

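Binding sites of 6 proteins were mapped in wild-type L3 larvae, the third larval stage, by ChIP-seq, in which DNA bound by a protein is recovered with an antibody and sequenced. The proteins were BLMP-1, a zinc finger transcription factor, JMJD-2, a histone demethylase, SCC-1, a subunit of cohesin, SIN-3, a scaffold protein of histone deacetylase complexes, TOP-2, a type II topoisomerase, and ZFP-1, a zinc finger chromatin protein. Each protein was immunoprecipitated in 2 replicates, 12 samples in all. The authors aligned reads to the ce10 assembly, called peaks in each replicate and kept those that passed a comparison of the replicates by IDR at a P-value threshold of 0.01. ZFP-1 had 2466 peaks, SIN-3 1715, SCC-1 1115, BLMP-1 982, JMJD-2 816 and TOP-2 464. The lists give the position of each peak and no height or P-value. Because the replicates were already combined and read counts are not part of the lists, the depth behind a peak is unknown and no error between replicates can be given. The differences in peak number between proteins therefore have no replicate check. From the positions, the chromosome of each peak, the distance between peaks and the overlap between lists were computed. Tests took peaks as the units and intervals are exact Clopper-Pearson 95% intervals, so both cover counting error over peaks only. Neighboring peaks may not be independent. A chromosome was taken to run from its first base to the end of the last peak in any of the 6 lists.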

To identify proteins that are candidates for mediating interactions in *C. elegans*, we screened for transcription factors and chromatin regulators for which binding sites show significantly enriched interactions in the ARC-C contact map (Methods). 

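Pairs of binding sites in the range of the contact analysis were counted as peak midpoints on the same chromosome more than 20 kb and less than 1 Mb apart. ZFP-1 had 61491 such pairs, SIN-3 32264, SCC-1 13064, BLMP-1 10010, JMJD-2 6774 and TOP-2 2289. The paper's reported numbers of pairings in Supplemental Table S4 are 49728 for ZFP-1, for which sampling was limited to 50000, 32099 for SIN-3, 12937 for SCC-1, 9905 for BLMP-1, 6767 for JMJD-2 and 2264 for TOP-2. BLMP-1 sites formed 1.07 times and ZFP-1 sites 1.03 times as many pairs as the same number of sites placed at random on the same chromosomes (adjusted p = 0.003 for both, 1000 random placements, two-sided permutation test with Benjamini-Hochberg adjustment over the 6 proteins). Before adjustment, p was 0.001 for both in this permutation test, the smallest value that 1000 placements can give. For JMJD-2, SCC-1, SIN-3 and TOP-2 the ratios were 1.03, 1.01, 1.01 and 1.04, with adjusted p from 0.0671 to 0.364 in the same permutation test. With pairs counted from 10 kb, JMJD-2, SIN-3 and TOP-2 passed the threshold (adjusted p = 0.042, 0.036 and 0.042, permutation test). Sites were also placed only on merged intervals bound by any of the 6 proteins. The ratios were then 1.016, 1.002 and 1.031 for JMJD-2, SIN-3 and TOP-2 (adjusted p = 0.4135, 0.7882 and 0.4135, permutation test). BLMP-1 (1.06) and ZFP-1 (1.018) still passed (adjusted p = 0.006 and 0.009, permutation test), and SCC-1 (0.9936) did not. Contact frequencies were not analysed here. The paper's reported increase in ARC-C contact frequency over local background between the sites is 2.73-fold for ZFP-1, 2.68-fold for JMJD-2, 2.20-fold for BLMP-1, 1.86-fold for SCC-1, 1.75-fold for SIN-3 and 0.970-fold for TOP-2, and the paper's adjusted p for TOP-2 is 1.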

Of 105 proteins tested, 60 chromatin regulators or TFs had this property (Fig. 3D; Supplemental Figs. S10, S11; Supplemental Table S4). Similar assessment of two Hi-C maps (Crane et al. 2015; Brejc et al. 2017) identified only five proteins whose binding sites showed significantly enriched interactions; however, trends were similar to those observed using ARC-C (Supplemental Fig. S10). As expected from the role of the condensin I DC complex in mediating X Chromosome interactions between rex sites (Crane et al. 2015), the binding sites of condensin components were highly enriched for interactions (Fig. 3D). Other proteins of note are cohesin SCC-1 and loading factor PQM-85/NIPBL, consistent with similar enrichment in mammals and with the role of cohesin in loop formation (Rao et al. 2014, 2017); *C. elegans* does not contain an ortholog of boundary factor CTCF, which functions with cohesin in mammals (Heger et al. 2009). 

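SCC-1 peaks were depleted on the X Chromosome and often lay at SIN-3 and JMJD-2 peaks. Of the SCC-1 peaks, 95 (8.52%, interval 6.95% to 10.3%) were on X, compared with 16.7% of the peaks of the other 5 proteins (adjusted p = 5.68e-13, Fisher's exact test, two-sided, Benjamini-Hochberg adjustment over the 6 proteins). X makes up 17.6% of the length covered by the lists. The density was 5.37 peaks per Mb on X and between 7.99 on V and 15.1 on I among the autosomes. The 1-Mb window with the most SCC-1 peaks was on IV from 2100001 to 3100000 (ce10), with 39 peaks against a genome mean of 11.1 per Mb. The window was picked as the highest, so it lies above the mean by construction, and clustering there was not tested. At least 1 bp was shared with a SIN-3 peak at 478 SCC-1 peaks (42.9%) and with a JMJD-2 peak at 290 (26.0%). When the SCC-1 peaks were shifted along each chromosome by a random amount 1000 times, a mean of 0.905% overlapped a SIN-3 peak (adjusted p = 0.00115, two-sided permutation test over 15 pairs of proteins, the smallest value reached). Shifts move sites off accessible chromatin, so these comparisons do not control for accessibility. A ZFP-1 peak overlapped 168 SCC-1 peaks (15.1%; 1.24% after shifting, adjusted p = 0.00115, permutation test). Overlap with TOP-2 was limited to 6 peaks (0.538%; 0.208% after shifting, adjusted p = 0.0268, permutation test), and on the autosomes alone this pair did not pass the test (adjusted p = 0.754, permutation test). Over the merged intervals bound by at least 1 of the 6 proteins, a comparison that by construction pushes odds ratios below 1, the direction turned for SCC-1 with ZFP-1 and with TOP-2 (odds ratios 0.193 and 0.0508, adjusted p = 7.51e-98 and 8.73e-35, Fisher's exact test), but not with SIN-3 and JMJD-2 (odds ratios 2.14 and 2.87).

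**Figure D1:**
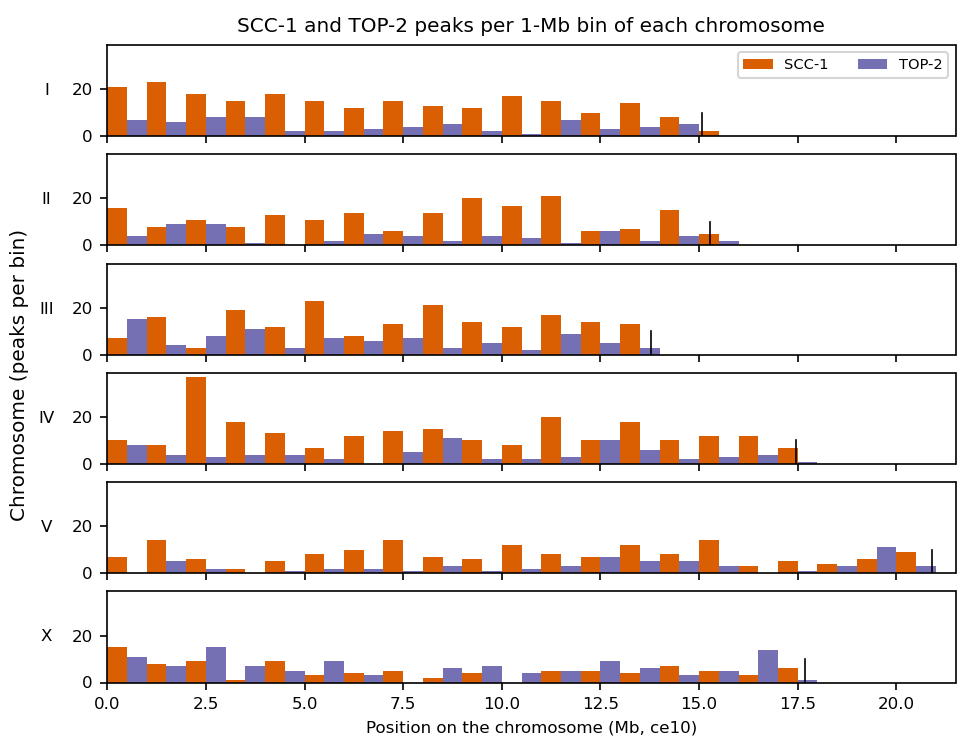
SCC-1 (orange) and TOP-2 (purple) peaks in bins of 1 Mb along each chromosome of ce10, with position in Mb on the horizontal axis and the number of peaks per bin on the vertical axis; the 2 bars of a bin stand side by side and a black line marks the end of the last peak in any list. The highest SCC-1 bar is on IV, and X holds 95 of 1115 SCC-1 peaks, 15 of them in its first bin.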

We also observed significant enrichment for interactions between binding sites of subunits of the condensin II and Retinoblastoma/DREAM complexes, 33 transcription factors, and other chromatin regulators (Fig. 3D). These proteins are strong candidates for involvement in mediating chromatin interactions.

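Among the other chromatin proteins mapped by ChIP-seq, SIN-3 peaks were also depleted on X, whereas TOP-2 peaks were enriched there. SIN-3 had 143 of its peaks on X (8.34%, interval 7.07% to 9.75%; 17.5% for the other 5 proteins, adjusted p = 9.58e-22, Fisher's exact test). TOP-2 had 117 on X (25.2%, interval 21.3% to 29.4%; others 14.8%, adjusted p = 3.78e-08, Fisher's exact test). ZFP-1 had 461 on X (18.7%; others 13.9%, adjusted p = 1.42e-07, Fisher's exact test) and JMJD-2 148 (18.1%; others 15.1%, adjusted p = 0.0274, Fisher's exact test). Against chromosome length instead of the other proteins, ZFP-1 and JMJD-2 did not pass the test (adjusted p = 0.214 and 0.713, exact binomial test), and JMJD-2 also did not when peaks less than 1 kb apart were merged (adjusted p = 0.0836, Fisher's exact test). The 1-Mb windows with the most peaks were on III from 900001 to 1900000 for SIN-3 (59 peaks), on I from 9000001 to 10000000 for ZFP-1 (53 peaks), and on X for both JMJD-2 (1300001 to 2300000, 21 peaks) and TOP-2 (2100001 to 3100000, 16 peaks). JMJD-2 peaks overlapped SIN-3 peaks at 302 sites (37.0%; 0.885% after shifting, adjusted p = 0.00115, permutation test) and SCC-1 peaks at 35.5% of sites. TOP-2 peaks overlapped a ZFP-1 peak at 52 sites (11.2%; 1.21% after shifting, adjusted p = 0.00115, permutation test). As above, shifting does not control for accessibility. Over the merged bound intervals the direction turned for TOP-2 with ZFP-1 (odds ratio 0.158, adjusted p = 1.65e-50, Fisher's exact test). It did not for JMJD-2 with SIN-3 (odds ratio 1.51, adjusted p = 2.04e-07, Fisher's exact test). Restriction to bound intervals pushes odds ratios below 1 by construction, so the turn does not show avoidance. The paper reasons that proteins whose binding sites have significantly enriched contacts in the ARC-C map, which TOP-2 sites do not in its Supplemental Table S4, are candidates for involvement in chromatin interactions.

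**Figure D2:**
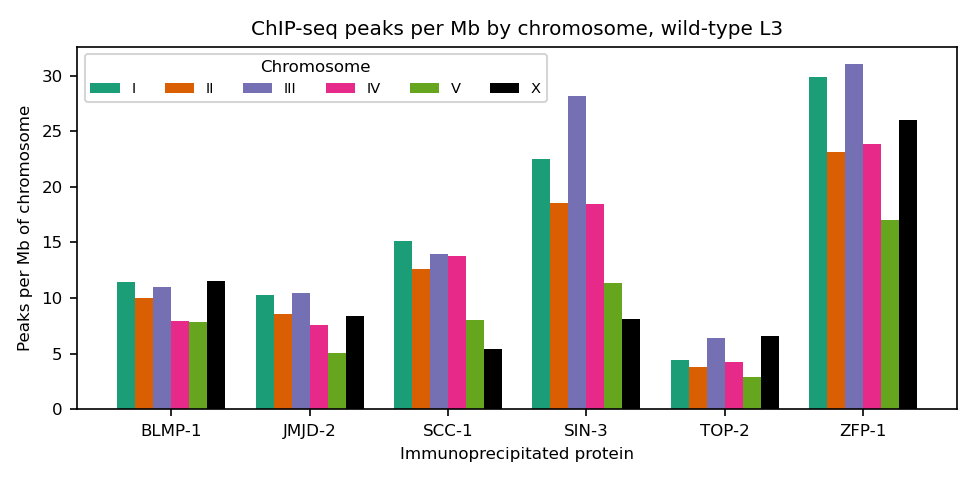
ChIP-seq peaks per Mb of each chromosome (vertical axis, from 0) for the 6 immunoprecipitated proteins (horizontal axis) in wild-type L3 larvae; each colored bar is 1 chromosome, with X in black. For SCC-1 and SIN-3 the X bar is the lowest of the 6 chromosomes (5.37 and 8.09 peaks per Mb), and for TOP-2 and BLMP-1 it is the highest (6.62 and 11.5 peaks per Mb).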

To evaluate the ability of ARC-C to detect changes in regulatory interactions, we chose to analyze BLMP-1, a TF for which binding sites significantly interact (Fig. 3D). *blmp-1* encodes a transcription factor important for hypodermal, vulval, and gonadal development (Horn et al. 2014; Huang et al. 2014; Yang et al. 2015). 

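BLMP-1 sites were more frequent on X than the pooled sites of the other 5 proteins and overlapped most often with ZFP-1, the longest list. On X there were 204 BLMP-1 peaks (20.8%, interval 18.3% to 23.4%), compared with 14.7% of those pooled peaks (adjusted p = 2.00e-06, Fisher's exact test). BLMP-1 peaks overlapped a ZFP-1 peak at 258 sites (26.3%), compared with 1.80% after shifting along the chromosome (adjusted p = 0.00115, permutation test). Overlap with SIN-3, JMJD-2 and SCC-1 was 8.15%, 6.52% and 6.42%, each above the shifted peaks at the same adjusted p. Shifted peaks leave accessible chromatin, so the overlap with these proteins and with ZFP-1 was not compared at equal accessibility. Only 5 BLMP-1 peaks (0.509%) overlapped a TOP-2 peak, which did not pass the test (0.322% after shifting, adjusted p = 0.391, permutation test). With midpoints at most 500 bp apart counted as shared, this pair did pass (0.916%, adjusted p = 0.0438, permutation test). Over the merged bound intervals the direction turned for BLMP-1 with each of the other 5 proteins. Odds ratios ran from 0.0494 (TOP-2) to 0.436 (ZFP-1), with the largest adjusted p = 4.13e-15 (Fisher's exact test). Restriction to bound intervals pushes odds ratios below 1 by construction, so these values do not show avoidance. The 1-Mb window with the most BLMP-1 peaks was on V from 5800001 to 6800000 (ce10), with 24 peaks against a genome mean of 9.80 per Mb. As the highest window it exceeds the mean by construction, and clustering there was not tested.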

We performed ARC-C in L3 stage *blmp-1* mutants and asked whether chromatin interactions at pairs of TF and chromatin regulator binding sites were altered compared to wild-type L3 larvae. No significant changes in interaction frequency were detected for the analyzed factors, including the full set of BLMP-1 binding sites (Fig. 3D; Supplemental Table S5). We next analyzed direct BLMP-1 targets, defined as the subsets of BLMP-1 binding regions associated with a gene that was up-regulated or down-regulated in *blmp-1* mutants (Supplemental Table S6). 

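Supplemental Table S6 lists 1556 genes that changed in blmp-1 mutants, from RNA-seq of another study, and marks those with a BLMP-1 peak at an assigned regulatory element. Of the 735 genes with lower expression in the mutants, 37 (5.03%) were marked as bound, and of the 821 with higher expression 29 (3.53%) were. The difference did not pass the test (odds ratio 1.45, p = 0.166, Fisher's exact test, two-sided). Among the 625 genes with an absolute log2 fold change above 1, 12 of 265 lower genes and 8 of 360 higher genes were bound (odds ratio 2.09, p = 0.113, Fisher's exact test). In the paper's table, the bound genes with the largest decreases were WBGene00007823 (log2 fold change -2.64, standard error 0.22) and WBGene00000663 (-2.23, standard error 0.28), and those with the largest increases were WBGene00018375 (1.70, standard error 0.21) and WBGene00018052 (1.62, standard error 0.21). The median log2 fold change in the paper's table was -0.87 for bound and -0.89 for unbound lower genes, and 0.75 for bound and 0.95 for unbound higher genes. The table gives gene identifiers without names.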

Chromatin interactions between targets down-regulated in *blmp-1* mutants were significantly reduced (Fig. 3D; down targets in Supplemental Table S5), showing that ARC-C can detect specific changes in mutants. The results suggest that BLMP-1 may promote spatial proximity between targets that require it for expression, for example, by directly mediating interactions. Valid coverage at the down-regulated targets is also reduced 1.2-fold in *blmp-1* mutants, suggesting that BLMP-1 contributes to facilitating open chromatin at these sites.

## Discussion

In its present form, ARC-C works well for profiling chromatin interactions in relatively small genomes, because sequencing 200 million fragments per duplicate library produces enough *cis*-informative read pairs for profiling architecture and regulatory element interactions. For application to larger mammalian genomes, an enrichment step for ligation events (e.g., through biotin tagging) would be beneficial.

Here, we used ARC-C in whole animals, so the cell types from which the detected interactions came are unknown. In addition, interactions that occur in a small number of cells are likely to have been missed. The future application of ARC-C to specific purified cells would address these issues, allowing in vivo investigation of cell type–specific architecture.

In conclusion, ARC-C provides a new ability to study genome topology and regulatory interactions at high resolution in a single genome-wide assay. Our application of ARC-C in *C. elegans* revealed unappreciated domain and compartment structure and proteins that are candidates for mediating organization. The use of ARC-C and study of these candidates should accelerate studies of transcriptional regulation and the relationship with genome architecture.

## Methods

### Worm strains and culture

*C. elegans* strains were maintained at 20°C as previously described (Brenner 1974). The following strains were used: Bristol N2 (wild type), YJ55 *blmp-1(tm548)* (Huang et al. 2014), and GW638 *met-2(n4256) set-25(n5021)* (Towbin et al. 2012).

### Worm growth

Strains for ARC-C and ChIP-seq were grown in liquid culture at 20°C using standard S-basal medium with HB101 bacteria. Animals were first grown to the adult stage, bleached to obtain embryos, and the embryos hatched without food in M9 buffer for 24 h at 20°C to obtain synchronized starved L1 larvae. L1 larvae were grown in a further liquid culture at 20°C then harvested at the L3 stage. Worms were collected, washed in M9 buffer, floated on sucrose, washed again in M9, then frozen into small pellets by dripping worm slurry into liquid nitrogen, which was stored at −80°C until use.

### ChIP-seq

JMJD-2, SCC-1, ZFP-1, BLMP-1, TOP-2, and SIN-3 chromatin immunoprecipitations in L3 larvae and library preparations were conducted as in McMurchy et al. (2017). Antibodies used were JMJD-2 (antibody Q3951; this study, raised against amino acids 50-149), SCC-1 (Novus antibody 29510002, lot Q0835; raised against amino acids 421-520); ZFP-1 (antibody Q2059; this study, raised against amino acids 1-100), BLMP-1 (antibody Q2919; this study, raised against amino acids 43-142), TOP-2 (antibody Q5515; this study, raised against aa317-437), and SIN-3 (antibody Q6013; Beurton et al. 2019).

### Differential expression analysis of *met*-*2 set*-*25* mutant

Wild-type and *met-2 set-25* mutant worms were grown at 20°C on NGM plates, harvested at the L3 stage, and flash frozen in liquid nitrogen. RNA was extracted from frozen worms using TriPure (Roche) and purified with the Zymo Research RNA Clean and Concentrator kit (R1013) after DNase I digestion. Libraries were prepared with the TruSeq RNA Library Prep Kit (Illumina). Reads were aligned to genome assembly ce10 with gene annotation WS235 using STAR (Dobin et al. 2013). Read counts per gene were generated by HTSeq and genes differentially expressed in *met-2 set-25* relative to wild type identified using DESeq2 (Love et al. 2014), requiring adjusted *P* < 0.05 (Supplemental Table S1). Genes were annotated as being marked by H3K9me2 or H3K9me3 if their average signal was 1.5× above the median, using L3 ChIP-seq data sets available under the NCBI Gene Expression Omnibus (GEO; https://www.ncbi.nlm.nih.gov/geo/) accession numbers GSE49728 for H3K9me2 and GSE49720 for H3K9me3 (Ho et al. 2014).

### Differential expression analysis of *blmp*-*1* mutant

Raw RNA-seq data of wild-type and *blmp-1(tm548)* mutants at L3 stage were obtained from GEO (GSE55225) (Horn et al. 2014). Reads were aligned to genome assembly ce10 with gene annotation WS235 using STAR (Dobin et al. 2013). Read counts per gene were generated by featureCounts, and genes differentially expressed in *blmp-1* relative to wild type were identified using DESeq2 (Love et al. 2014), requiring adjusted *P* < 0.05 and absolute fold change >1.5. Genes significantly up-regulated or down-regulated in *blmp-1* mutants compared to wild type and for which a BLMP-1 ChIP-seq peak overlapped one of its assigned regulatory elements were defined as up-regulated “up” or down-regulated “down” BLMP-1 targets (Supplemental Table S6).

### ARC-C library preparation

A key element of ARC-C is to digest nuclei with DNase I in situ under conditions in which cutting results in maximal enrichment of informative read pairs at accessible chromatin. This concentration should be empirically determined for the sample type of interest. For *C. elegans* nuclei, we found that 50–200 units/mL DNase I gives optimal recovery of informative read pairs using the digestion conditions indicated below (Supplemental Fig. S1).

Frozen worm pellets were ground into a fine powder in which worms were broken into approximately 10 fragments. Then 1 mL of worm powder was fixed in 10 mL of 1% formaldehyde in PBS for 10 min at room temperature (RT) with gentle shaking then quenched for 5 min with a final concentration of 125 mM glycine. Fixed worm fragments were then washed with Buffer A (340 mM sucrose, 15 mM Tris-HCl at pH 7.5, 2 mM MgCl_2_, 0.5 mM spermidine, 0.15 mM spermine, 1 mM DTT, protease inhibitors), resuspended in 7 mL Buffer A, then the material dounced 20 strokes in a 7 mL stainless steel tissue grinder (VWR 432-5005). The dounced material was spun at 100*g* for 5 min; the supernatant, which contains nuclei, was transferred to a new tube. The pellet was resuspended in Buffer A and again dounced with 20 strokes. After spinning, the two supernatants containing nuclei were pooled.

Aliquots of 10 million fixed nuclei were spun down at 1000*g* and resuspended in 200 µL of 1× DNase buffer (Roche), and chromatin was digested with 50 and/or 100 units/mL DNase I for 10 min at 25°C. The reactions were then quenched with a final concentration of 25 mM EDTA and 5 mM Tris at pH 7.5. Nuclei were washed twice with 1 mL of ice-cold Nuclear Washing Buffer (340 mM sucrose, 15 mM Tris-HCl at pH 7.5, 25 mM EDTA, 0.5 mM spermidine, 0.15 mM spermine, 1 mM DTT, protease inhibitors). Nuclei were then resuspended in 100 µL of end repair master-mix (10 µL 10× NEB End Repair Buffer, 5 µL NEB End Repair Enzyme Mix, 85 µL H_2_O) and incubated for 30 min at 20°C with rotation. Thereafter, 400 µL of ligation master-mix was added (40 µL 10× ligation buffer, 5 µL T4 DNA ligase [400,000 units/mL], 355 µL H_2_O) and the mixture was incubated overnight at 4°C with rotation. Nuclei were pelleted, resuspended in 50 µL of tagmentation master-mix (22.5 µL H_2_O, 25 µL 2× Nextera TD buffer, 2.5 µL Nextera Tn5 transposase), and incubated for 30 min at 37°C. Next, 5 µL of 1% SDS and 2 µL of NEB Proteinase K [800 units/mL] was added and left for 15 min at 65°C before DNA from the mixture was purified using Qiagen MinElute columns. Large fragments (>500 bp) were removed from the purified DNA using two rounds of 0.6vol AMPure XP beads. Before PCR amplification, a test qPCR amplification using 1/20th of the input DNA was performed, and the cycle number for PCR was determined by the midpoint of the exponential phase of the amplification curve. The resultant DNA was amplified with NEBNext Ultra II Q5 Master-mix under the following PCR conditions: for 5 min at 72°C, for 30 sec at 98°C, and cycling for 10 sec at 98°C, for 30 sec at 63°C, and for 1 min at 72°C using the determined cycle number. The library was size-selected with AMPure XP beads to a final range of 200–700 bp (insert size: ∼70–570 bp). Before sequencing, libraries were quality tested by qPCR at the *gap-3* promoter. DNase I overdigestion or underdigestion led to poor enrichment of regulatory elements. Good libraries generally had *gap-3* promoter enrichment values of greater than fourfold. Libraries were sequenced on the Illumina platform paired-end (100 bp). Four libraries were sequenced from wild-type L3 larvae (three biological replicates and two technical replicates; separate ARC-C libraries made from the same biological material: N2-rep1, N2-rep2a, N2-rep2b, and N2-rep3 in Supplemental Fig. S2A), and two biological replicate libraries were sequenced for both *blmp-1* and *met-2 set-25* L3 larvae.

### Processing ARC-C data

ARC-C libraries were sequenced 62–150 bp (100 bp for most samples) from both ends. Supplemental Figure S2 lists libraries analyzed in the paper and sequencing statistics. Adapter sequence was trimmed by cutadapt (Martin 2011), and sequences with >20 bp remaining were removed. Each sequenced end was aligned independently to the ce10 reference genome using BWA-MEM (Li 2013), which allows split-read alignment using the default parameters. The two aligned ends (or the 5′ segment for split alignments) were then paired. We required both ends of a pair to align uniquely and with high confidence (mapping quality ≥ 30 and number of mismatches ≤ 2) to the nuclear genome and outside modENCODE backlisted-regions. PCR duplicates were next removed by sambamba markdup. The remaining read pairs were regarded as *valid* read pairs. Valid read pairs mapping to different chromosomes or >600 bp apart on the same chromosome were regarded as *trans-* or *cis-informative* read pairs, respectively. The 600-bp threshold was established by comparing the proportions of the four possible end alignment orientation configurations (forward–forward, forward–reverse, reverse–forward, and reverse–reverse) as a function of mapping distance. The vast majority of pairs mapping <500 bp apart were in the forward–reverse configuration (nonligated fragments), whereas >600 bp the proportions were stably at ∼25% each (Supplemental Fig. S12).

Contact maps were made from informative read pairs by binning the genome into fixed-width (1, 5, 10, or 50 kb) nonoverlapping bins and counting the number of read pairs between each pair of bins. The maps were then normalized by matrix balancing using the Knight–Ruiz algorithm (Knight and Ruiz 2013). Concordance between replicate maps was assessed by GenomeDISCO (Ursu et al. 2018). The lower resolution 50-kb maps were used for whole-chromosome visualization. The 1-, 5-, and 10-kb maps were further corrected for distance-dependent background contact frequency by dividing the spline-smoothed average contact frequency given the distance to the diagonal. These higher resolution maps were used for aggregated contact analysis (see below) of nuclear factor binding sites and chromatin domain/compartment, respectively.

### Processing Hi-C data

Raw FASTQ files of wild-type mixed embryo Hi-C data (Crane et al. 2015) were downloaded from the NCBI Sequence Read Archive (SRA; https://www.ncbi.nlm.nih.gov/sra) accession number SRX77040 and processed using HiCUP v0.5.9 (Wingett et al. 2015), which filters for same fragment (circularized, dangling ends, internal), religation, wrong size, contiguous sequence, and removes duplicate read pairs. We additionally required mapQ ≥ 30 and number of mismatches ≤2 from both reads, that none of the reads overlapped modENCODE blacklisted regions, and a minimum distance of 600 bp between the two read pairs to be consistent with the processing of ARC-C data. In the end, 25,460,294 read pairs passed all filters, of which 17,100,808 have both reads mapping to the same chromosome.

### Calling significant interactions

We first segmented the genome into bins of ∼500 bp using the following procedure. We first took annotated regulatory elements (Jänes et al. 2018) (*n* = 42,245) and expanded them to 500 bp or until neighboring intervals began to touch; a small number of elements that were within 100 bp were merged first. The rest of the genome was covered with evenly placed 500-bp nonoverlapping fixed-width intervals; hence, the entire genome was covered by a combined set of 192,257 intervals of average size (494 bp). We used this procedure instead of generating fixed nonoverlapping bins to avoid individual Res being split into two bins.

Before assessing the significance of chromatin interactions in Hi-C or other chromatin interaction data sets, inherent bias resulting from uneven coverage and physical proximity need to be accounted for. A difference in ARC-C data compared to that of Hi-C is the specific overrepresentation of open chromatin. The observed enrichments at these regions are a compound effect of enriching the regions themselves and of their being enriched by virtue of linkage to another region of open chromatin (true signals). To address this and avoid normalizing out interaction signals, we developed an approach similar to that used for Capture Hi-C, which has similar coverage biases and used “off-peak” interaction frequency to account for coverage (Cairns et al. 2016). We modeled the number of read pairs linking two intervals as a random variable following a binomial distribution parameterized by an expected contact frequency determined by unevenness of coverage and distance between the interval (Ay et al. 2014), as described next.

For every interval *i*∈*I*, the number of *cis*-informative read pairs *c*_*cis*,*i*_ were counted. Intervals in the top 10% of the coverage distribution were regarded as peaks, and intervals in the bottom 10% were removed. An off-peak *cis*-informative coverage *c*_offpeak,*i*_ was calculated for every kept interval, counting the number of contacts not involving peak intervals. We calculated a scaling factor for the interval's representation/visibility as *v*_*i*_ = (*c*_offpeak,*i*_/median(*c*_offpeak,._))^0.87^ (see below for derivation of the exponent). Chromosome-wide average distance-dependent contact frequency *F*(*d*) in the distance range of 1 kb to 1 Mb was modeled by fitting a spline function in a two-pass process (following Fit-Hi-C) (Ay et al. 2014). For every pair of intervals with a distance between 1 kb and 1 Mb, an expected contact frequency was calculated given the distance and the visibility of each interval as *f*_*i*,*j*_ = *v*_*i*_ *v*_*j*_ *F*(*d*_*i*,*j*_). Given the total number of *cis*-informative contacts (*N*) of the chromosome, we considered a null distribution in the form of a binomial, where the observed number of contacts, *n*_*i*,*j*_ ∼ binomial(*N*, *f*_*i*,*j*_). Significant interactions were called at an FDR level of 0.05 and were post-filtered requiring support by more than five read pairs.

The appropriate correction factors for adjusting the representation bias, *X*, should be able to transform the unnormalized contact matrix *A* into a normalized contact matrix *B* by *B* = *diag*(*X*)*A*diag(*X*), such that each row or column of *B* sums up to the same value, thus eliminating the unevenness of representation across different bins. It has been well-established that a correct set of factors can be found using the method “matrix balancing” (MB) (Imakaev et al. 2012; Rao et al. 2014), and an efficient algorithm has been developed (Knight and Ruiz 2013; Rao et al. 2014). Our goal is to find correction factors that enable transformation into a normalized contact matrix in which each bin has the same off-peak coverage. Because an efficient algorithm for solving this problem at high resolution is not yet available, we aimed to find an approximate solution. Two measures, namely, the reciprocal of coverage (*c*) and square root coverage (*c*^0.5^), have been proposed for use in the place of MB-derived correction factors (Rao et al. 2014). It was reported that the former can overcorrect, whereas the latter gives good approximation to MB-derived correction factors (Rao et al. 2014). We examined correlation between MB-derived correction factors and the reciprocal of different exponents of coverage (Supplemental Fig. S13) and found that the reciprocal of *c* indeed overcorrects, but the reciprocal of square root coverage undercorrects. The most accurate approximation is achieved at around an exponent of 0.87. Therefore, we used the reciprocal of (*c*_offpeak_)^0.87^ as the correction factor.

### Aggregated contact analyses

A contact is defined as the region in the contact map that connects a pair of genomic locations. Aggregated contact analysis is a method of visualizing the average contact frequency of a group of many contacts together with local contact frequency (Rao et al. 2014). We applied this method to both small genomic regions, such as nuclear factor ChIP-seq binding sites (NFBS), and to larger intervals, such as chromatin domains. We normalized contact maps using matrix balancing (Imakaev et al. 2012) to account for coverage bias and removed distance-dependent background. In NFBS analysis, we used normalized and background-frequency-corrected contact maps of 1-kb resolution. For each NF, up to 50,000 contacts were randomly sampled from all possible *cis*-contacts among its binding sites within a distance range from 20 kb to 1 Mb, and local maps of 21 × 21 bins centered at the contacts were extracted and aggregated. 

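The distance composition of the site pairs was similar for the 6 proteins. Pairs less than 200 kb apart made up between 18.3% (JMJD-2) and 19.4% (SIN-3 and TOP-2) of all pairs between 20 kb and 1 Mb. Sites scattered at random would also give similar shares for lists of any length, so the similarity does not characterize the proteins. The chromosomes contributing the pairs differed, as follows largely from the different numbers of peaks on each chromosome. X held 33.3% of TOP-2 pairs and 22.3% of BLMP-1 pairs, 18.7% of ZFP-1 pairs and 18.1% of JMJD-2 pairs, but 3.48% of SCC-1 pairs and 3.32% of SIN-3 pairs. On average a TOP-2 peak took part in 9.87 pairs and a ZFP-1 peak in 49.9, which mainly reflects the difference in list length. ZFP-1 was the only one of the 6 proteins with more pairs than the sampling limit. These counts have no replicate error, since each protein has a single combined list.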

For the case of BLMP-1 regulated targets, all possible *cis*-contacts between BLMP-1 binding sites that involves a BLMP-1 regulated target were aggregated (i.e., at least one end of the contact is at a BLMP-1 regulated target). The log_2_ fold change of the central point over the mean of the rest of the points in the aggregated map was calculated to measure the relative increase in contact frequency over local background. To assess statistical significance while controlling for accessibility and the distance between the pair of NFBSs, 1000 sets of random contacts were generated, each containing the same number of contacts with matching accessibility and distance as the NFBS contacts. Each of the 1000 random sets was aggregated and a relative increase in contact frequency was calculated in the same way as the NFBS set, forming a distribution of values against which the NFBS value was compared and a *P*-value generated, which was corrected for multiple testing using the FDR method. The rex–rex APA analyses used normalized and background-frequency-corrected contact maps of 10-kb resolution and a distance range of 100 kb to 4 Mb. Data sets (Kranz et al. 2013; Araya et al. 2014; Ho et al. 2014; Latorre et al. 2015; Wiesenfahrt et al. 2016; McMurchy et al. 2017; Kudron et al. 2018) are listed in Supplemental Table S7. Processed and curated modENCODE ChIP-seq peaks (Araya et al. 2014; Kudron et al. 2018) were obtained from Jänes et al. (2018). For ChIP-seq performed in this paper (JMJD-2, SCC-1, ZFP-1, BLMP-1, TOP-2, and SIN-3), peaks were called for each replicate separately as for accessible sites in Jänes et al. (2018) using YAPC (https://github.com/jurgjn/yapc), except for BLMP-1, which used MACS2 (Feng et al. 2012). 

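Peaks of the 5 proteins called with YAPC were narrow and similar in width, and the BLMP-1 list called with MACS2 contained wide peaks. Median widths were 234 bp for TOP-2, 235 bp for SCC-1 and SIN-3, 246 bp for JMJD-2 and 251 bp for ZFP-1, and the widest peak of these 5 lists was 595 bp. The median BLMP-1 peak was 336 bp wide. In the BLMP-1 list, 48 peaks (4.89%) were wider than 1 kb and held 24.0% of the bases in BLMP-1 peaks. The widest ran from 15060222 to 15071413 on I (ce10), 11192 bp, followed by 17119952 to 17126614 on V, 6663 bp. BLMP-1 peaks began at the first base of I (1 to 480) and of X (1 to 336), and 1 SCC-1 peak, from a YAPC list, also began at the first base of a chromosome. The submitters' processing notes name BWA and MACS2 for all 12 samples, whereas the names of the deposited lists match the methods.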

ChIP-seq peaks were combined by IDR (Li et al. 2011) with a *P*-value threshold of 0.01. We removed intervals that are highly occupied target (“HOT”) because such binding events are thought to represent non-sequence-specific TF binding or ChIP artifacts (Gerstein et al. 2010; Kudron et al. 2018). This was defined as the top 20% of peak intervals ranked by the number factors in which the interval is called (effectively removing intervals called in 12 or more factors). 

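Most bound intervals belonged to 1 of the 6 proteins. When all peaks were merged, 5870 intervals resulted, of which 4638 held a peak of 1 protein, 903 of 2, 230 of 3, 83 of 4 and 16 of 5, and no interval held all 6. The 191 intervals with JMJD-2, SCC-1 and SIN-3 together also held a ZFP-1 peak in 36.6% of cases and a BLMP-1 peak in 14.7%, compared with 12.7% and 3.37% of intervals with 1 of those 3 proteins (adjusted p = 5.74e-15 and 2.75e-09, Fisher's exact test, two-sided). TOP-2 was present in 1.05% and 0.916% of them (adjusted p = 0.696, Fisher's exact test). The longest intervals with 5 proteins were on V from 8606217 to 8606692, X from 16681862 to 16682303, III from 13462893 to 13463281, II from 10174319 to 10174702 and IV from 1659029 to 1659396 (ce10). The interval on X held TOP-2 and not BLMP-1. The full collection of factors used for the HOT filter was not analysed here, and whether the 6 lists had passed that filter is not given in the sources used here. For the 5 proteins under the sampling limit, the paper's pairings, taken after that filter, were 0.103% (JMJD-2) to 1.09% (TOP-2) short of the pairs in these lists. The lists are thus close to those left after filtering. The filter may have lowered the number of intervals with many proteins, which was not tested.

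**Figure D3:**
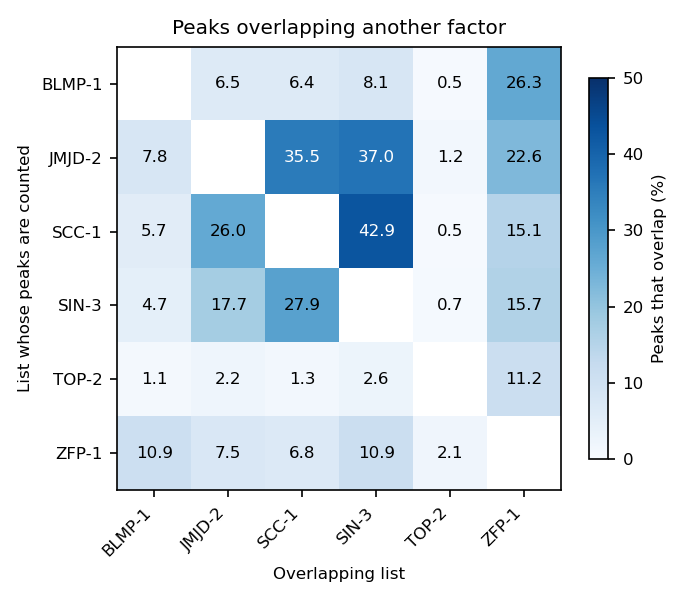
Percentage of the peaks of the protein named at the left that share at least 1 bp with a peak of the protein named below, written in each cell and shown by the depth of blue from 0 to 50%. The darkest cell is SCC-1 peaks at SIN-3 peaks, and the cells in the column of TOP-2 and, apart from ZFP-1, in its row are pale.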

We only considered data sets having at least 300 peaks following filtering.

For domain analyses, we used normalized and background-frequency-corrected contact maps of 5-kb resolution. L3 stage chromatin domains are from Evans et al. (2016). Regions annotated as active and border were merged to generate the active domains used here; the H3K27me3 domains are those termed “regulated.” Informative reads mapped at similar levels to active and H3K27me3 domains: 10.6 million (44.4%) of all informative reads mapped to active domains (39.0 Mb, 38.9% of the genome), whereas 8.1 million (33.8%) mapped to H3K27me3 domains (42.3 Mb, 42.1% of the genome). The rest of the reads mapped to Chromosome X, for which active and H3K27me3 domains were not mapped. The small (1.42-fold) bias in coverage was normalized by the matrix balancing that was performed on the contact frequency matrix to normalize the differences in sequencing coverage across all genomic bins.

We tested for TADs by assessing intra-domain contacts. For each type of domain (active or H3K27me3), maps of each contact region containing a domain of at least 5 kb together with up to 25 kb of the flanking domains of opposite type were extracted and aggregated. Where neighboring domains were <25 kb, only the domain was extracted. The aggregated contact was scaled to a square of 9 × 9 bins, and the flanking intervals were scaled to five bins wide. The log_2_ fold change of the mean of the central 9 × 9 square over the mean of the four neighboring 5 × 10 rectangles on top, bottom, left, and right was calculated to measure the relative strength in contact frequency with *P*-values generated by *t*-test. We tested for compartments using the same approach, by assessing all possible pairs of inter-domain contacts in the range from 50 kb to 2 Mb. To compare domain and compartment strength in *met-2 set-25* mutants relative to wild type, the fold change in percentage difference between central block and side blocks across strains were calculated.

To test the effect of local H3K9 methylation on TAD and compartment strength, we separated active and H3K27me3 domains into highly and lowly marked sets. For each active and H3K27me3 domain, the average coverage of H3K9me1, H3K9me2, and H3K9me3 was calculated using wild-type L3 ChIP-seq data (Ho et al. 2014). For each modification, active and H3K27me3 domains in the top 25% of signal were defined as H3K9me1, H3K9me2, or H3K9me3 high domains, and the remainder as low domains. Aggregated contact analysis of TADs and compartments was performed using wild-type and *met-2 set-25* ARC-C data for each of the domain sets as described above.

### Aggregated contact analysis of *blmp*-*1* mutant ARC-C data

We used the procedure described above for wild type to measure the relative contact frequency between NFBSs in *blmp-1* ARC-C data. To normalize overall open chromatin measurements between *blmp-1* and wild-type maps, we first fitted *blmp-1* ACA measures as a linear function of the respective measures in wild type, that is, log_2_(blmp1_FC) = a + b * log_2_(N2_FC). The residuals were then used to measure the difference in contact frequency in *blmp-1* relative to wild type. Statistical significance was assessed by 10,000-time bootstrapping the distribution of residuals, and *P*-values were adjusted by FDR (Supplemental Table S5).

### Expression correlation between interacting promoters

For genes linked by promoter–promoter interactions, we calculated Pearson correlation coefficients of gene expression across cell types using data from Cao et al. (2017). For pairs involving bidirectional promoters, the gene pair with highest correlation was chosen. For each gene, we also calculated a coefficient of variation of gene expression (CV) across the cell types (Cao et al. 2017) as a measure of tissue-biased expression. Genes with similar expression across cell types have low gene expression CV values and those with tissue-biased expression have high CV values. In Figure 3C, we assessed expression correlation between all linked pairs of genes (*n* = 5124), linked genes for which both were in the bottom 30% of all CV values (*n* = 2224), and linked genes for which both were in the top 70% of CV values (*n* = 879). To assess the statistical significance of the correlations, we generated control sets by sampling the same number of random pairs using genes from the respective linked gene sets while requiring the distribution of distance between the random pairs to match that of the observed set. Difference in correlation between the observed and the random control set was tested using a *t*-test: all (*P* = 7.77 × 10^−27^), bottom 30% (*P* = 4.38 × 10^−06^), and top 70% (*P* = 5.69 × 10^−20^).

## Data access

The ARC-C, ChIP-seq, and RNA-seq data generated in this study have been submitted to the NCBI Gene Expression Omnibus (GEO; https://www.ncbi.nlm.nih.gov/geo/) under accession number GSE144673. The code used in this paper is available at GitHub (https://github.com/nh3/ctk) and as Supplemental Code.

## Supplementary Material

Supplemental Material

# Supplementary material for: Accessible Region Conformation Capture (ARC-C) gives high-resolution insights into genome architecture and regulation
**Source:** Genome Res. 2022 Feb;32(2):357–66. doi: 10.1101/gr.275669.121
**Supplement:** Supplemental Material

Accessible Region Conformation Capture (ARC-C) gives high-resolution insights into genome architecture and regulation — Supplemental Material 

# Accessible Region Conformation Capture (ARC-C) gives high-resolution insights into genome architecture and regulation

## Supplemental Material

- Supplemental\_TableS1.xlsx
- Supplemental\_TableS2.xlsx
- Supplemental\_TableS3.xlsx
- Supplemental\_TableS4.xlsx
- Supplemental\_TableS5.xlsx
- Supplemental\_TableS6.xlsx
- Supplemental\_TableS7.xlsx
- Supplementalcode.zip
- SupplementalFigures\_JDedit.pdf

How the deposited data were processed for this re-analysis (not part of the article)

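ChIP-seq of the cohesin subunit SCC-1, the transcription factor BLMP-1 and the chromatin proteins SIN-3, JMJD-2, ZFP-1 and TOP-2 was performed in wild-type L3 larvae, with 2 replicates per protein and 12 samples in all. The deposited files are 6 peak lists, 1 per protein, that hold the chromosome, start and end of each peak in ce10 and no score. According to the methods, the authors called peaks in each replicate with YAPC, or with MACS2 for BLMP-1, and combined the replicates by IDR at a P-value threshold of 0.01. The submitters' processing notes name BWA and MACS2 for all samples. The names of the deposited lists have MACS2 for BLMP-1 and YAPC for the others, and the methods were followed. Versions of these tools are not given in the sources used here. Samples were assigned to proteins from the sample labels and the methods. The supplement lists ZFP-1 as a modENCODE data set, whereas the methods and the labels place it in this study, and the latter was used.

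From the lists, peaks were counted by chromosome, and pairs of peak midpoints on the same chromosome more than 20 kb and less than 1 Mb apart were counted. The distance range is that of the study's methods, and no filter for highly occupied intervals was applied here. Pair numbers were compared with 1000 uniform random placements of the same number of sites on each chromosome. As an alternative, sites were placed on the midpoints of merged intervals bound by any of the 6 proteins. The share of peaks on X, and the share of autosomal peaks within 33.3% of the chromosome length from either end, were compared between each protein and the other 5 with Fisher's exact test. Overlap of 2 lists was the share of peaks with at least 1 bp in a peak of the other list, compared with 1000 circular shifts of the first list along each chromosome. Shifts move sites off accessible chromatin, so this comparison does not control for accessibility. P-values are two-sided with Benjamini-Hochberg adjustment over the 6 proteins or the 15 pairs of proteins. For BLMP-1, TOP-2 and ZFP-1 at intervals of JMJD-2, SCC-1 and SIN-3, it was over the proteins tested there. For contact enrichment it was over the list properties tested. Chromosomes were taken to end at the last peak in any list, since no ce10 sequence was used here. Coordinates are given counting from 1.

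Tables S4 and S6 supplied the study's numbers of pairings, contact enrichments, and genes changed in blmp-1 mutants. The RNA-seq behind Table S6 is from another study, and the authors obtained its log2 fold changes with DESeq2 from counts. The copy of Table S4 used here holds 103 of the 105 proteins, so no test over the whole table was made; the enrichments of the 6 proteins with peak lists were set against properties of those lists. Tables S2 and S3 were not used here.

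The sites named in the text were fixed by rule before the data were examined: the 1-Mb window with the most peaks of each protein, in steps of 100 kb, and the 5 merged intervals with the most proteins. Genes named were to be the bound genes of Table S6 with the largest changes, of which 2 in each direction are given, since names for the identifiers were not used here. Tables S4, S5 and part of S6 had been seen when the rule was set. Peaks wider than 1 kb and peaks at the first base of a chromosome were singled out after the lists were seen. Peaks were not assigned to genes or gene features, because the annotation at hand is of another assembly, and the tests of gene lists and gene features set out beforehand were therefore not run.

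The procedures were tested on simulated data. With random lists of 800 and 1700 intervals, 1 of 40 comparisons of overlap had a p under 0.05, and with random lists of 800 sites, 6 of 200 comparisons of pair number did. The number of the latter was raised from 40 to 200 because 5 of the first 40 had a p under 0.05; those 40 are part of the 200. Analyses used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. The lists carry no read counts, so depth is unknown, and limits to precision from depth could not be assessed. The alternatives tried were other distance limits and ways to measure distance, merging of peaks less than 1 kb apart, leaving out peaks shared with 3 or more of the other proteins, other criteria for overlap and other reference sets. The same random seeds were used under each alternative.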

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

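All tests of explanations in this part were chosen after the results were seen. JMJD-2, SCC-1 and SIN-3 share binding sites, a signal in comparisons between lists that the paper does not report: 35.5% of JMJD-2 peaks overlapped an SCC-1 peak, 37.0% of JMJD-2 peaks a SIN-3 peak and 42.9% of SCC-1 peaks a SIN-3 peak. If each protein took elements at random, with equal chance, from the 42245 annotated regulatory elements that the paper uses, 2.64%, 4.06% and 4.06% would be shared, and the smallest ratio of observed to expected share was 9.12, which argues against equal chance as the whole source. The use of YAPC for all 3 lists, as given in the methods, did not bring such overlap to TOP-2, called with the same tool. Of its peaks, 1.29% overlapped an SCC-1 peak. That list is small, and ZFP-1, the other YAPC list, overlapped 22.55% of JMJD-2, 15.07% of SCC-1 and 15.69% of SIN-3 peaks. As shares of their own peaks, ZFP-1 overlapped JMJD-2, SCC-1 and SIN-3 at 7.46%, 6.81% and 10.95%. BLMP-1, called with MACS2, overlapped them at 6.52%, 6.42% and 8.15%. A list of the other caller thus came close to ZFP-1, but a smaller contribution of the caller stays open. Sites that are occupied in any ChIP stay open: ZFP-1 and BLMP-1 were more frequent where the 3 proteins met, as such sites would require, but TOP-2 was found in 1.05% of these intervals and its list is small. No accessibility values or mock immunoprecipitations were analysed here, and no biological explanation was tested.

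BLMP-1 peaks wider than 1 kb, 48 in number, stand out because the paper does not describe them. The caller cannot be told apart from the protein, since by the methods BLMP-1 alone was called with MACS2 and the other 5 lists held 0 such peaks. The submitters' processing notes instead name MACS2 for all samples. The names given to the deposited lists have MACS2 for BLMP-1 and YAPC for the other 5, as the methods do. Regions of high signal in every ChIP would hold more peaks of the other lists than narrower BLMP-1 peaks do, and the wide peaks held fewer, 0.152 peaks per kb against 1.25. That rate is still above the 0.0656 peaks per kb of the whole chromosomes, and a caller of narrow peaks may miss broad signal, so this explanation stays open as well. No biological explanation was tested.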

How the results depend on the processing

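Alternatives were set before the data were examined, except leaving out BLMP-1 peaks wider than 1 kb, which was chosen after seeing the data. Of 152 tests under alternatives, 122 stayed on the same side of the threshold, with the same direction wherever a setting passed it, 7 newly passed it, 10 no longer did and 13 reversed. A further 48 values are counts of peaks or pairs, which have no test and stayed within 1.5 times the reported count, and 3 are correlations without a test, of which 2 reversed. Leaving out wide peaks changed only the BLMP-1 list. Placement, overlap and count results without BLMP-1 could not change under it, yet they are counted as unchanged. The causes of the changes below were not tested unless stated. No paired analysis was possible because each protein has a single list in which its replicates are already combined; for the same reason no replicate could be left out. A stricter threshold by score was not run, since the lists give no score, and the alternatives for gene lists and gene features were not run without an annotation of ce10. Depth is unknown and its limits could not be assessed.

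For pairs against random placement, the ratio passed the threshold with pairs from 10 kb for JMJD-2 (1.03), SIN-3 (1.02) and TOP-2 (1.05), and with peaks less than 1 kb apart merged for SIN-3 (1.02) and TOP-2 (1.07). For the X share, JMJD-2 no longer passed after merging (17.6%), and JMJD-2 (18.1%) and ZFP-1 (18.7%) did not pass against chromosome length. For the share of autosomal peaks within 33.3% of the length from a chromosome end, BLMP-1 (60.2%), SIN-3 (64.3%) and ZFP-1 (61.3%) no longer passed after merging. Against the share of length, SIN-3 (65.7%) reversed and TOP-2 (70.6%) no longer passed, and with 25% in place of 33.3% SCC-1 passed (48.3%). For overlap, BLMP-1 with TOP-2 passed (0.916%) and SCC-1 with TOP-2 did not (0.628%) with midpoints at most 500 bp apart, and on autosomes alone SCC-1 with TOP-2 (0.294%) and SIN-3 with TOP-2 (0.445%) did not.

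Fisher's exact test over the merged intervals reversed 12 of the 15 pairs. An interval enters this test only if at least 1 protein is bound, which by construction pushes odds ratios below 1. They were 0.383 for BLMP-1 with JMJD-2, 0.250 with SCC-1, 0.179 with SIN-3, 0.0494 with TOP-2 and 0.436 with ZFP-1, 0.139 for JMJD-2 with TOP-2 and 0.368 with ZFP-1, 0.0508 for SCC-1 with TOP-2 and 0.193 with ZFP-1, 0.0578 for SIN-3 with TOP-2 and 0.169 with ZFP-1, and 0.158 for TOP-2 with ZFP-1. The odds ratio stayed above 1 for JMJD-2 with SCC-1 (2.87), SCC-1 with SIN-3 (2.14) and JMJD-2 with SIN-3 (1.51). Over 6 proteins, correlations of contact enrichment with the share of shared peaks and with the distance to the nearest peak changed sign without 2 proteins (-0.824 and 0.962).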

Other observations

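Along the autosomes, TOP-2 and SIN-3 peaks lay more often, and ZFP-1 and BLMP-1 peaks less often, within 33.3% of the chromosome length from either end than the peaks of the other 5 proteins. The shares were 70.6% for TOP-2 (others 63.0%, adjusted p = 0.0124), 65.7% for SIN-3 (others 62.6%, adjusted p = 0.0416), 60.6% for ZFP-1 (others 64.7%, adjusted p = 0.0114) and 59.2% for BLMP-1 (others 64.0%, adjusted p = 0.0247), from Fisher's exact test with Benjamini-Hochberg adjustment over the 6 proteins. SCC-1 (65.8%, adjusted p = 0.0990) and JMJD-2 (63.6%, adjusted p = 0.899) did not pass. When peaks less than 1 kb apart were merged, SIN-3, ZFP-1 and BLMP-1 did not pass (adjusted p = 0.500, 0.0746 and 0.126, Fisher's exact test). The odds ratios before and after merging were 0.841 and 0.878 for ZFP-1, 0.820 and 0.859 for BLMP-1 and 1.14 and 1.05 for SIN-3. Within 25% of the length from either end, all 4 calls passed in the same direction (adjusted p = 1.30e-05 for TOP-2 and ZFP-1, 1.06e-05 for BLMP-1 and 0.000761 for SIN-3, Fisher's exact test). Against the share of length (66.7%), ZFP-1 and BLMP-1 passed (adjusted p = 7.54e-08 and 5.00e-05, exact binomial test), TOP-2 did not (adjusted p = 0.187) and SIN-3 lay below that share without passing (adjusted p = 0.507).

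Of the BLMP-1 peaks wider than 1 kb, 33.3% were on X, compared with 20.1% of the narrower ones (this difference was not tested). A peak of another protein overlapped 9 of the 48 wide peaks (18.8%) and 308 of the 934 narrower ones (33.0%; p = 0.0402, Fisher's exact test, chosen after the lists were seen).

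The paper's reported number of pairings with at least one end at a BLMP-1 target is 408 for the lower and 475 for the higher genes. Random sets of 37 and 29 BLMP-1 peaks, the numbers of bound genes in each direction, took part in a mean of 741 and 582 pairs, and 0 and 2 of 1000 random sets had as few pairs as the paper's number. This comparison was chosen after the values were seen. The number of peaks assigned to these genes was not used here, and sets of 20 and 24 peaks would have mean pair numbers nearest to the paper's.

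Whether the paper's contact enrichment follows simple properties of the peak lists was tested over the 6 proteins with exact permutation tests. No relation passed the test, neither with the share of peaks shared with another protein (Pearson's r = 0.43, p = 0.403, adjusted p = 0.604; Spearman's rho = 0.26, p = 0.658), nor with the share on X (r = -0.10, p = 0.867, adjusted p = 0.867; rho = -0.03, p = 1) or with the median distance to the nearest peak (r = -0.47, p = 0.356, adjusted p = 0.604; rho = -0.43, p = 0.419). Without the 2 proteins farthest from the median of the property, r was -0.82, -0.99 and 0.96, a change of sign for the share of shared peaks and the distance, so those values rest on the proteins left out.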
